# Establishment of an Intradermal Ear Injection Model of IL-17A and IL-36γ as a Tool to Investigate the Psoriatic Cytokine Network

**DOI:** 10.3390/life11080846

**Published:** 2021-08-19

**Authors:** David Kluwig, Sebastian Huth, Ali T. Abdallah, Carolina M. Pfaff, Katharina Fietkau, Laura Huth, Yvonne Marquardt, Jens M. Baron, Bernhard Lüscher

**Keywords:** psoriasis, mouse model, IL-17A, IL-36γ, ear injection

## Abstract

Psoriasis is a chronic skin disease affecting 2–3% of the global population. The proinflammatory IL-17A is a key cytokine in psoriasis. Accumulating evidence has revealed that IL-36γ plays also a pathogenic role. To understand more precisely the role of the IL-17A–IL-36γ cytokine network in skin pathology, we used an ear injection model. We injected IL-17A or IL-36γ alone and in combination into the ear pinnae of mice. This resulted in a significant increase in ear thickness measured over time. Histological evaluation of IL-17A + IL-36γ-treated skin showed a strong acanthosis, hyperparakeratosis and infiltration of neutrophils. The same histological features were found in mice after injection of IL-36γ alone, but to a lesser extent. IL-17A alone was not able to induce psoriasis-like changes. Genes encoding proteins of the S100 family, antimicrobial peptides and chemo-attractants for neutrophils were upregulated in the IL-17A + IL-36γ group. A much weaker expression was seen after the injection of each cytokine alone. These results strengthen the hypothesis that IL-17A and IL-36γ drive psoriatic inflammation via a synergistic interaction. Our established intradermal ear injection model can be utilized in the future to monitor effects of various inhibitors of this cytokine network.

## 1. Introduction

Psoriasis is a chronic skin disease caused by the excessive secretion of inflammatory cytokines affecting 2–3% of the global population [1]. Psoriatic skin lesions are associated with increased infiltration of immune cells, which includes different subpopulations of T cells and neutrophils. These cells affect the cytokine milieu and thus the behavior of keratinocytes, including their altered differentiation. It was reported that type 1 helper T (TH1) cells, whose development is stimulated by IL-12, are increased in psoriatic lesions, and associated proinflammatory cytokines, including tumor necrosis factor (TNF) α and interferon (IFN) γ, are elevated [2,3,4]. In addition, T helper 17 (TH17) cells are critical for the psoriatic phenotype [5,6]. This is also undermined by the strong psoriasis-like skin phenotype upon transgenic expression of IL-17A, a key cytokine produced by TH1 cells, under the control of the keratin-14 promoter in mice [7]. In addition to IL-17, IL-23 is also involved in psoriasis. IL-23 is produced mainly by dendritic cells and macrophages and activates TH17 cells, thereby promoting IL-17 production. It has been suggested that the IL-23 effects are dependent on IL-17A [8,9,10], which is also consistent with the findings that neutralizing anti-IL-17 antibodies, including Secukinumab and Ixekizumab, are approved as first-line treatment of moderate-to-severe plaque psoriasis [11,12]. These drugs showed effectiveness in all the various subtypes of psoriasis and in various TH17-related conditions [13,14]. Blocking the p19 subunit of IL-23 with selective antibodies such as Guselkumab and Risankizumab inhibits the intracellular and downstream signaling of IL-23 and is highly effective in the treatment of psoriasis [15,16]. In addition to the IL-23–IL-17 axis [17], evidence is accumulating that IL-36 cytokines are essential in psoriasis [18,19]. The three members, IL-36α, β, and γ, encoded by *IL36A*, *B* and *C* in humans and *Il1F6*, *8* and *9* in mice, belong to the IL-1 cytokine family and possess multiple roles in host immunity and several inflammatory diseases [20,21]. Among the IL-36 members, IL-36γ plays a dominant role in the pathomechanism of psoriasis [18,19]. So far, using keratinocyte monolayers and an in vitro 3D psoriasis model, we observed that IL-17A induces IL-36 cytokines and that a feedback loop between IL-17 and IL-36 cytokines provokes and maintains psoriasis pathology [22]. The role of IL-36 was further demonstrated by using IL-36R antagonistic antibodies in a mouse model of psoriasis, which is induced by the TLR7 agonist imiquimod [23], and which ameliorates the phenotype [24]. It is highly expressed in psoriasis lesions, produced by epidermal keratinocytes, and to a lesser extent by dermal fibroblasts and endothelial cells. Blood serum levels of IL-36 are associated with disease activity [25]. It was reported that treatment with the anti-TNF-α drug etanercept decreases IL-36γ serum levels [25]. Additionally, topical treatment with calcipotriol suppresses IL-36γ expression in psoriasis plaques [26]. Furthermore, small molecules have been developed and tested in preclinical models of psoriasis that inhibit neutrophil proteases, which are responsible for the activation of IL-36 [27]. A phase 1 study with the IL-36 receptor inhibitor BI655130 showed beneficial effects in generalized pustular psoriasis after application of one intravenous dose [28]. Generalized pustular psoriasis is a potentially life-threatening distinct form of psoriasis. Importantly, it was noted that a homozygous mutation in the gene encoding the IL-36 receptor antagonist reduces its expression and function, promoting unregulated secretion of inflammatory cytokines associated with generalized pustular psoriasis [29]. Il-36 cytokines also play a role in palmoplantar pustulosis (PPP), which is much more common and difficult to treat. In psoriatic arthritis (PsA) high levels of IL-36 cytokines were found in synovium and appear to play a role in synovial inflammation [30]. To further evaluate the role of the IL-17A–IL-36γ cytokine axis for the pathomechanism of psoriasis, we established an ear injection model. We found that IL-17A and IL-36γ cooperate in promoting a psoriasis-like phenotype and infiltration of neutrophils. Moreover, a gene expression program is activated that is comparable to alterations seen in psoriasis.

## 2. Materials and Methods

### 2.1. Animals

Eight-week-old female C57BL/6 mice were used. They were purchased from Janvier (Le Genest-Saint-Isle, France). All animal procedures and experiments were conducted in accordance with the German federal law regarding the protection of animals. Protocols were approved by the administration of the “Landesamt für Umwelt, Natur und Verbraucherschutz” (LANUV, Recklinghausen, Germany). Each group consisted of 5 animals.

### 2.2. Injection of Cytokines and Antibodies

The following recombinant murine cytokines, diluted in PBS, were used: IL-17A (PeproTech 210-17, East Windsor, NJ, USA) and IL-36γ (BioLegend 552806, San Diego, CA, USA). The cytokines IL-17A and IL-36γ were carefully injected intradermally, either separately or combined, into the ear pinnae (1 µg of cytokine per ear dissolved in PBS; volume 5 µL) by using a Hamilton Syringe (33 gauge). The control group received injections with PBS. Accordingly, four groups (PBS, IL-17A, IL-36γ, IL-17A + IL-36γ) were included in the study.

### 2.3. Ear Thickness Measurement

Ear thickness measurement was performed daily with a pocket thickness gauge (Hitec Messtechnik GmbH, Magstadt, Germany). The measuring tool was positioned at the ear pinnae of the mice.

### 2.4. Histology and Immunohistochemistry

After four days of consecutive treatment, the mice were euthanized, and both ears were collected. One part of the ear was fixed in formalin and embedded in paraffin, followed by haematoxylin and eosin (H&E) staining. Moreover, cryosections of the ears were stained for neutrophils with a Ly-6G antibody (553125 BD, Franklin Lakes, NJ, USA).

### 2.5. Light Microscopy

Examination and photographic documentation of the H&E-stained paraffin-embedded sections of formalin-fixed ear tissue and the cryosections were performed using a DMIL microscope (Leica, Wetzlar, Germany).

### 2.6. RNA Preparation, Reverse Transcription, and Quantitative RT-PCR

One part of the ear was harvested for RNA isolation. Quantitative RT-PCR experiments were performed directly afterwards. According to the manufacturer’s instructions, the Nucleo Spin RNA kit (Macherey-Nagel, Düren, Germany) was used for total RNA extraction. Residual genomic DNA was removed by rDNase (RNase-free) digestion. The tissues of the mouse ears were mechanically disrupted and homogenized by using a tissue lyser (Qiagen, Hilden, Germany). A total of 1 µg of RNA was reverse transcribed into cDNA by utilizing High Capacity RNA-to-cDNA Master Mix (Applied Biosystems, Foster City, CA, USA). TaqMan experiments were carried out on an ABI PRISM 7300 sequence detection system (Applied Biosystems, Foster City, CA, USA) using Assay-on-Demand gene expression products (Applied Biosystems, Foster City, CA, USA) for Defb4 (Mm00731768_m1) and S100a8 (Mm00496696_g1). An Assay-on-Demand product for Hprt mRNA (Mm00446968) was used as an internal reference to normalize the target transcripts.

### 2.7. RNA-Sequencing

We have randomly selected 3 out of 5 initially generated samples and subjected them to an RNA-Sequencing experiment, consisting of library preparation, sequencing, and subsequent analysis.

#### 2.7.1. Library Preparation

Quality checks of RNA samples were performed with the TapeStation 4200 using the Agilent RNA ScreenTape Assay kit. Quantification was performed using the Quantus RNA System (Promega, Madison, WI, USA). cDNA libraries were produced employing the TrueSeq Stranded Total RNA Library Preparation Kit with Ribo-Zero Gold Kit according to the manufacturer’s instructions (Illumina Inc., San Diego, CA, USA), using 500 ng input RNA or 10 µL for the immunoprecipitated samples, respectively. The cDNA libraries’ quality and quantity were assessed using the 4200 TapeStation (D1000 screen tape assay) and the Quantus dsDNA system, respectively.

#### 2.7.2. Sequencing

The libraries were run on an Illumina NextSeq 500 platform using the High Output 150 cycles kit (paired-end reads, 76 cycles for read 1, 76 cycles for read 2, and 6 cycles for index 1). The run includes the primary analysis workflow, mainly consisting of template generation, imaging, and base calling using RTA 2.0 onsite. Then, the run resulted in an average sample size of 88.45 million reads and a sample size standard deviation of 21.23 million reads. The samples were sequenced on a NextSeq 500 sequencing system with the following run parameters: 76 cycles for read 1, 76 cycles for read 2, and 6 cycles for index 1. The cDNA libraries were generated using a TruSeq Stranded Total RNA Sample Preparation Kit (Illumina Inc., San Diego, CA, USA).

#### 2.7.3. RNA-Seq Analysis

The RNA-Seq primary analysis was performed with an in-house pipeline embedded in the QuickNGS workflow management system [31]: the generation of the fastq files and adapter removal was completed using the Illumina demultiplexing and conversion software bcl2fastq (https://support.illumina.com/sequencing/sequencing_software/bcl2fastq-conversion-software.html (accessed on 14 January 2020)). Quality control checks of the RNA-Seq data were performed with fastqc, available online (http://www.bioinformatics.babraham.ac.uk/projects/fastqc (accessed on 14 January 2020)). Subsequently, the reads were aligned to the mm10 reference genome sequence using STAR (v2.5.2b) with default parameters [32]. In the quantification step, reads were counted with featureCounts from the subread package v1.5.1 available online (http://subread.sourceforge.net (accessed on 14 January 2020)) [33].

#### 2.7.4. Differential Expression Analysis

Differential expression analysis was performed in R using the DESeq2 package (v1.30.0) [34]: first, the size factors of each sample were estimated using the function estimateSizeFactors with default parameters, then the dispersions of the counts were estimated by setting the minimal dispersion to 10e-6 and setting the fit type parameter to “local”. Finally, the likelihood ratio test (chi-squared test) for GLMs (negative binomial likelihood ratio test) was used to generate the differentially expressed genes (log2 fold change > 1 and corrected *p*-value < 0.05). *p*-values were corrected for multiple testing with the p.adjust function from the R package stats (v 4.0.3) using the Benjamini Hochberg correction.

#### 2.7.5. Gene Set Enrichment Analysis

Gene Set Enrichment Analysis was performed with the piano package (v 2.6.0) using the “runGSA” method [35]. For statistical gene set analysis (GSA), we used the Fisher, Stouffer, and Reporter methods successively. To assess the gene set significance, we have used the null distribution. To correct for multiple tests, we have used the Benjamini Hochberg method. Gene sets enriched in at least two of the three used GSA methods and positively enriched either by Stouffer or by Reporter methods (the Fisher method is non-directional), which were used to select the 19 gene sets. A gene set was considered enriched if it has an adjusted *p*-value of at most 0.05.

#### 2.7.6. Heatmap of the Top Differentially Expressed Genes in the Selected GO Terms

We have selected from each selected gene set all upregulated genes with high significance in the combined injection compared to PBS injection, with genes with a fold change ≥2 and a *p*-value < 0.01 considered as highly significant. Gene counts were normalized gene-wise. Each measured expression value of a gene was divided by the sum of this gene’s expression values across all samples and upscaled by a scaling factor of 10^6^. Afterward, each normalized value was centered around the average expression of this gene across all samples. Finally, the counts were rescaled by the thousandfold of the maximal normalized count. Based on this, we constructed the heatmap matrix of the selected GO-terms and generated the heatmap with the R-package pheatmap (v1.0.12).

#### 2.7.7. Heatmap of the Top 50 Variable Genes

The heatmap of the top 50 variable genes was generated using the same normalization, scaling, and centering procedure described for the heatmap of GO-terms. The top 50 genes were selected based on their variability across all samples. We have used the variance as a measure of variability.

### 2.8. Statistical Analysis of the Ear Thickness and Epidermal Thickness Measurement

Data are given as arithmetical means ± standard deviation (SD). Mann–Whitney U test and Bonferroni multiple comparisons tests were performed with GraphPad PRISM version 7 (La Jolla, CA, USA). Values of * *p* < 0.05, ** *p* < 0.01 and *** *p* < 0.001 were considered significant and are indicated in the figures.

## 3. Results

This study aimed to establish an IL-17A and IL-36γ intradermal ear injection model of psoriasis to elucidate the role of both cytokines in the complex pathogenesis of the disease. While former studies used IL-23 to induce psoriasis in mouse models [36,37,38], we went a step further in the cytokine cascade by injecting IL-17A and IL-36γ. Injection of IL-17A or IL-36γ alone led to a significant increase of the ear thickness from day two onwards (Figure 1A,B). The increase was slightly larger in the IL-36γ group. Injection of both IL-17A + IL-36γ resulted in the largest increase in ear thickness. In the PBS control group, only a slight increase (about 10%) occurred due to the injection stimulus. Ear thickening was maximal by day four in all groups. In psoriasis, epidermal hyperplasia, known as acanthosis is a typical histological finding. To evaluate if these findings were also evident in our model, epidermal thickness was measured in two representative H&E-stained sections from each mouse. Epidermal thickening was strongest in mice treated with the combination of IL-17A + IL-36γ, followed by IL-36γ and IL-17A single treatments (Figure 1C). Thus, an additive effect after injection of the combination of IL-17A + IL36γ was observed in both ear thickness and epidermal thickness measurements.

While the increase in ear thickness is an indicator of vascular permeability and oedema, an increased epidermal thickness could be attributed to differences in the number of actively proliferating cells within the epidermal layers of the groups. The ear and epidermal thickness results were concordant with visually apparent skin changes (Figure 1D). The most substantial effects, such as desquamation and incrustations with erythema, were seen in mice that were treated by the combination of both cytokines. Similar changes were seen in the IL-36γ group. IL-17A was only able to induce minor changes concerning epidermal desquamation. To observe if we can induce psoriasis-like skin changes in the mouse ear after the injection of the indicated cytokines, ear sections were evaluated histologically and infiltrating immune cells were determined by immune-staining (Figure 1E). IL-17A + IL-36γ-treated mice showed typical signs of psoriasis, including hyperparakeratosis, as well as an acanthosis with spongiosis and dermal oedema. Immunohistochemical analysis with a Ly-6G antibody demonstrated massive recruitment of neutrophils. IL-36γ or IL-17A provoked more eczematous-like skin changes along with mild epidermal hyperplasia with intact stratum granulosum and spongiosis compared to the combined administration of the cytokines. We noted that IL-36γ alone led to the recruitment of neutrophils, whereas IL-17A-stimulated ears showed only immigration of a few neutrophils at the injection area, where the skin was injured.

Next, we performed gene expression profiling using RNA-Seq. 

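The RNA-Seq data comprised 12 libraries, 3 mice in each of the 4 groups (PBS, IL-17A, IL-36γ and IL-17A + IL-36γ). Ears were collected on day 4. The paper gives a dose of 1 µg of cytokine per ear in 5 µL. It does not say whether the combination held 1 µg of each cytokine. The authors deposited the number of reads that featureCounts assigned to each Ensembl gene, without normalization, and all values given here start from these counts. The counts per library summed to between 25293468 and 34759293, with group medians of 32050090 for PBS, 28686487 for IL-17A, 32248986 for IL-36γ and 27736782 for IL-17A + IL-36γ. Of the 50684 genes listed, 50374 had an identifier with a symbol in the GENCODE annotation and 16630 had no count in any library. After the filter on low counts of edgeR (filterByExpr, minimum count 10), 19408 genes were tested. Expression is given as CPM, the counts scaled to a common library size, after TMM normalization, as mean ± SD of 3 mice. Groups were compared with the quasi-likelihood test of edgeR in 1 fit of all 12 libraries, in which the common biological coefficient of variation between mice was 14.2%. A gene was called raised or lowered at a Benjamini-Hochberg adjusted p-value below 0.05 and an absolute log2 fold change above 1, and the likelihood ratio test of DESeq2 served as an alternative.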

Nineteen gene sets that play a pivotal role in the psoriasis pathomechanism were selected (Figure 2A). 

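Against PBS, 407 of the 19408 genes were called changed after IL-17A (208 raised, 199 lowered), 1377 after IL-36γ (992 raised, 385 lowered) and 2603 after IL-17A + IL-36γ (1426 raised, 1177 lowered). All 3 IL-17A libraries lay on the same side of all 3 PBS libraries for 33.6% of the genes, and this share was 41.7% for IL-36γ and 52.5% for the combination, where chance gives 10%. The number for IL-17A rested on single libraries. Without PBS replicate 3 it was 11 and without PBS replicate 1 it was 913. The fold change threshold was the processing choice that moved the combination most: at an adjusted p-value below 0.05 alone, 8664 genes differed from PBS. Scaling by library size only lowered the median log2 fold change of all genes in the combination from -0.03 to -0.17 and in IL-17A from 0.04 to -0.13. With this scaling 129 genes were called raised and 468 lowered after IL-17A, 822 raised and 698 lowered after IL-36γ, and 1205 raised and 1667 lowered after the combination. Of the genes called after IL-17A, 195 were also called in the combination, and 1189 genes were shared by IL-36γ and the combination, all in the same direction. These comparisons share the PBS mice, so that the overlap is not independent evidence. A direct comparison of the combination with IL-17A alone called 1737 genes. Saa3 (ENSMUSG00000040026) had log2 fold changes of 4.84 (standard error 0.45, adjusted p = 0.000919) after IL-17A, 7.70 (adjusted p = 4.88e-06) after IL-36γ and 7.65 (adjusted p = 3.61e-06) after the combination. Sprr2b (ENSMUSG00000050092) had the highest fold change of the combination, with a log2 value of 10.55 (standard error 0.99, adjusted p = 2.13e-05).

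**Figure D1:**
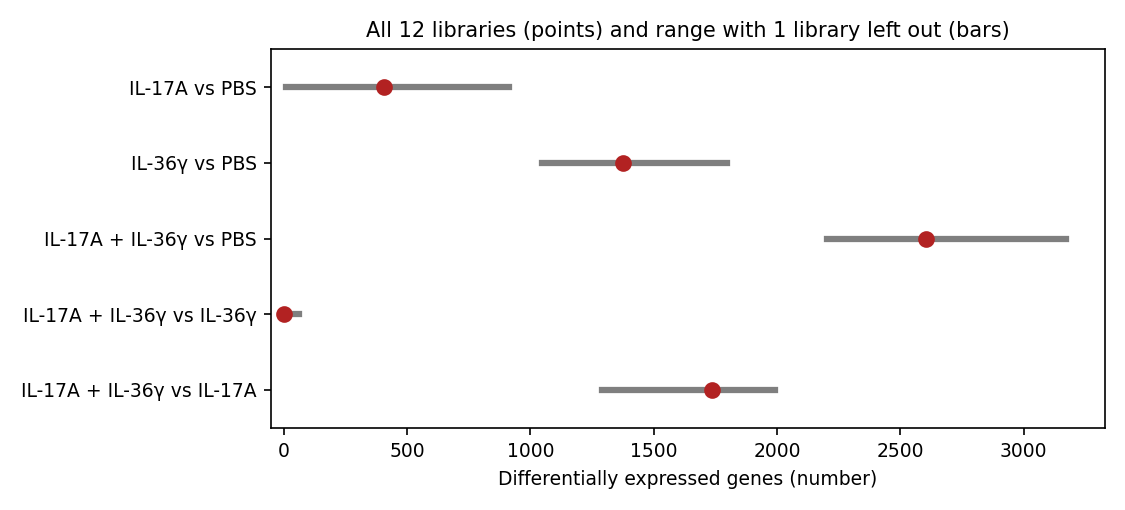
Number of genes called changed (x axis) in 5 comparisons of groups (y axis), with points for all 12 libraries and bars from the lowest to the highest number when each library of the compared groups was left out in turn. The point for IL-17A + IL-36γ against PBS lies at 2603 genes and its bar runs from 2202 to 3170, whereas the bar for IL-17A against PBS runs from 11 to 913.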

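The 19 gene sets of Figure 2A were represented by the 67 genes printed in that figure, of which 63 were tested. Because the study chose these genes for being upregulated by the combination in the same libraries, their rise in that group is not independent evidence. In the rotation test fry of limma, with adjustment over the 19 sets, 8 sets were raised after IL-17A, 17 after IL-36γ and 19 after IL-17A + IL-36γ. The median log2 fold change of a set's genes lay between 0.12 and 3.56 after IL-17A, between 0.46 and 4.53 after IL-36γ and between 1.05 and 5.69 in the combination. In the test camera with its preset correlation between genes, the numbers were 9, 16 and 18. With the correlation estimated from the data no set passed (0, 0 and 0), and 3, 8 and 9 sets had an unadjusted p-value below 0.05. The number for IL-17A depended on single libraries, with 2 sets without PBS replicate 3 and 11 without IL-17A replicate 3. Of the 63 genes, 9 were called raised after IL-17A, 42 after IL-36γ and 63 in the combination, and adjusted over the list alone the numbers were 13, 46 and 63. Compared directly with IL-17A alone, the combination raised 14 sets in fry and 7 in camera with the preset correlation. Compared with IL-36γ alone it raised 0 in fry, where 5 had an unadjusted p-value below 0.05, and 11 in camera with the preset correlation. With the estimated correlation the numbers were 0 in both direct comparisons, and 6 against IL-17A and 0 against IL-36γ by unadjusted p-value.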

While the IL-17A-treated mice showed only slight gene expression effects, mice injected with IL-17A + IL-36γ exhibited significant upregulations in all selected psoriasis-relevant gene sets. In addition, we displayed the top 50 differentially expressed genes that were found in the IL-17A + IL36γ group. Many of these genes, such as Defb4 and S100a8, are key players in the pathomechanism of psoriasis (Figure 2B). 

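All 50 genes printed in Figure 2B were among the tested genes. Against PBS, 43 of them were called raised in IL-17A + IL-36γ, 42 in IL-36γ and 17 in IL-17A. Krt24 and Lce1m were called lowered in the combination, and Gm10800, Pvalb, Ckm, Myh4 and Slc15a2 were not called. The combination was above IL-36γ alone for 42 of the genes, yet 0 genes were called raised in this comparison and 12 were by an unadjusted p-value below 0.05. The study's choice of these genes on the same libraries makes the counts no independent evidence. Among the 50 genes with the highest variance across the 12 libraries after the variance stabilizing transformation of DESeq2, 41 were genes of the figure. Ranking by the adjusted p-value of the combination against PBS instead placed 4 of them among the top 50.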

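Defb4 (ENSMUSG00000059230, chromosome 8 of GRCm38, 19198706 to 19201545) was measured at 0.114 ± 0.0738 CPM after PBS, 6.67 ± 5.63 CPM after IL-36γ and 24.7 ± 15.3 CPM after IL-17A + IL-36γ (SD, n = 3 mice each). The log2 fold change against PBS was 5.82 (standard error 0.97, adjusted p = 0.00135) for IL-36γ and 7.70 (standard error 0.94, adjusted p = 9.26e-05) for the combination, and every library of these groups lay above every PBS library. Between the combination and IL-36γ, Defb4 differed by a log2 value of 1.88 (standard error 0.60, adjusted p = 0.197), which did not pass the test although the 3 libraries of the combination were the higher ones. S100a8 (ENSMUSG00000056054, chromosome 3, 90668978 to 90670035) reached 12.5 ± 16.4 CPM after PBS, 270 ± 110 CPM after IL-17A, 1398 ± 509 CPM after IL-36γ and 3357 ± 354 CPM after the combination. Its log2 fold changes against PBS were 4.43 (adjusted p = 0.0151), 6.80 (adjusted p = 0.000347) and 8.07 (adjusted p = 6.8e-05). All treated libraries again lay above all PBS libraries. With 1 library left out at a time, these values reached 6.464, 8.84 and 10.112, and their lowest were 3.929, 6.305 and 7.577. The call of S100a8 after IL-17A was lost without PBS replicate 3 (adjusted p = 0.0782), without IL-17A replicate 1 (adjusted p = 0.067) and with only these 2 groups in the fit (adjusted p = 0.0749), and over 14 alternatives the adjusted p-value was 0.000216 to 0.0782. The combination exceeded IL-36γ alone by a log2 value of 1.26 (standard error 0.70, adjusted p = 0.409) in S100a8, a difference called (adjusted p = 0.0033) only by DESeq2 fitted on these 2 groups, a setting chosen after the data were seen, and its adjusted p-value was up to 0.715 in the others.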

The upregulated expression of genes encoding antimicrobial peptides (AMPs) like S100a8 and Defb4 (ortholog of human hBD2) was additionally confirmed by an independent qRT-PCR analysis (Figure 2C). A more than additive effect was observed upon injection of both IL-17A and IL-36γ. These findings validate the RNA-seq analysis.

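After the variance stabilizing transformation of the counts, a PCA of the 500 most variable genes of the 12 libraries gave shares of variance of 75.4% for PC1, 13.9% for PC2 and 3.25% for PC3. PC1 and PC2 together held 89.3%. The share of PC1 depended most on the number of genes, and over all genes it was 50.0%, with 11.9% for PC2. Leaving out 1 library at a time gave between 87.9% and 92.0% for both components together.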

We performed principal components analysis (PCA) on the expression profiles of the 12 samples, then we selected the first two principal components (describing ~90% of the variance in the data). 

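Each group held 3 libraries. On PC1 the PBS libraries had scores of -23.3, -26.2 and -38.3, the IL-17A libraries of -2.11, -20.3 and -15.2, the IL-36γ libraries of 10.6, 21.3 and 5.40, and the IL-17A + IL-36γ libraries of 34.5, 30.1 and 23.4. On PC2 the widest spread within a group was that of PBS, with scores of 24.5, -5.25 and 3.33, followed by IL-17A + IL-36γ, with 8.22, 14.0 and -5.43.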

The corresponding PCA plot showed that replicates of the same treatment group were generally clustering. All groups were well separated along PC1, contributing 78% to the data variance. 

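In the order of their scores on PC1, the 12 libraries were the 3 of PBS at ranks 1 to 3, the 3 of IL-17A at ranks 4 to 6, the 3 of IL-36γ at ranks 7 to 9 and the 3 of IL-17A + IL-36γ at ranks 10 to 12, so that no groups overlapped. PBS replicate 1 was the PBS library closest to the IL-17A group, and IL-36γ replicate 2 the one of its group closest to the combination. With the transformation replaced by log2 CPM, PC1 held 70.7% of the variance.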

We concluded that PC1 explains the effect of the treatment, with the effect increasing from left to right. In contrast, we supposed that differences along PC2 were mainly due to technical effects as well as natural variability (Figure 3A).

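PC2 was compared with 4 measures of the libraries in permutation tests (100000 permutations, 2-sided). The mean log2 level of 10 skeletal muscle genes had a Pearson correlation of -0.82 with PC2 (p = 0.0035, adjusted p = 0.014 over the 4 relations), whereas Spearman's rho was -0.52 (p = 0.084, adjusted p = 0.24). The relation rested on IL-17A + IL-36γ replicate 2 and PBS replicate 1, without which r was -0.61 and rho -0.19. In the same permutation tests, total counts had an r of 0.17 (p = 0.6), the share of mitochondrial counts of -0.30 (p = 0.33) and the counts inside introns of 0.17 (p = 0.62) with PC2. Without PBS replicate 1 and IL-17A replicate 3, the 2 farthest libraries, the r of total counts was -0.61 (rho -0.37). Without the 2 farthest libraries of each, it was -0.09 for mitochondrial counts (IL-17A replicates 1 and 2) and 0.40 for counts inside introns (PBS replicates 2 and 3). The genes with the largest weights on PC2 included Myh4, Pvalb, Mybpc2 and Ckm. Myh4 was at 1.85 CPM in PBS replicate 1 and at 711 and 568 CPM in the other PBS libraries. When the 10 genes of the list were left out, PC1 held 77.1% and PC2 11.9% of the variance, with Mybpc2 and other genes of large weight on PC2 still included.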

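Euclidean distances between libraries were computed over the 34054 genes with a count after the variance stabilizing transformation. The median distance between libraries of PBS and the combination was 102, that between PBS and IL-36γ 86.2 and that between PBS and IL-17A 65.4. IL-17A and IL-36γ were separated by 63.9, IL-17A and the combination by 89.9, and IL-36γ and the combination by 57.5.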

The similarities of the differentially treated groups were further confirmed by the Similarity Heat Map (Figure 3B). 

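Within a treatment group the median distance was 63.3 for PBS, 56.2 for IL-17A, 51.6 for IL-36γ and 55.5 for IL-17A + IL-36γ, and the median Spearman correlation between libraries of a group was between 0.967 and 0.969, with single pairs from 0.965 to 0.973. The nearest library was of the same group for 8 of the 12 libraries, where regrouping at random gave 2.18 on average (permutation test with 100000 permutations, 1-sided, p = 0.0057). For PBS replicate 1 the nearest library was IL-17A replicate 2, at a distance of 63.28, and the nearest PBS library was at 63.3. IL-36γ replicate 2 and IL-17A + IL-36γ replicate 3 were nearest to each other (44.1), with 51.6 and 54.6 to the nearest library of their own groups. The nearest library to IL-17A + IL-36γ replicate 2 was IL-36γ replicate 2 (53.7, against 54.6 within its group).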

The replicates from the same treatment group showed high concordance.

As mentioned before, neutrophils and T-cells play a crucial role in developing and maintaining psoriasis inflammation. We expected that in the RNA-seq dataset, obtained from biopsies of mouse ears that include infiltrating cells, signatures of both neutrophils and T cells should be detectable. Therefore, genes that are preferentially expressed either in neutrophils or in T cells were evaluated [39,40]. 

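The genes examined are those whose labels could be read in Figure 3C, 13 of its neutrophil genes and 9 of its T cell genes. They are grouped as in the figure, and whether single genes mark these cells was not tested. Of the neutrophil genes 12 were tested, all but Ceacam10. Of the T cell genes 4 were tested (Tarm1, Trac, Trdc and Trdv4), because Trbv2, Trbv3, Trbv13-3, Trbv16 and Trbv19 had too few counts for the filter.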

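Trbv2 (ENSMUSG00000076462, chromosome 6, 41047340 to 41047995) had 0, 0 and 0 counts in the PBS libraries, 2, 3 and 2 in those of IL-17A, 3, 1 and 0 in those of IL-36γ and 2, 2 and 2 in those of the combination. All of these are at or under 3 counts, so that no fold change is given. Among the 4 T cell genes tested, 0 were called raised by IL-17A, also when adjusted over the list alone, and 1 (Trac) had an unadjusted p-value below 0.05. For Trac this change was 0.64 on the log2 scale (standard error 0.25, adjusted p = 0.11).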

After injection of IL-17A, only Trbv2 (specific for T cells) showed a statistically significant increase as visualized in the volcano plot (Figure 3C). 

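Of the 12 neutrophil genes tested, Cxcr2, Csf3r and Dhrs9 (3 genes) were called raised by IL-17A, and 5 when adjusted over the list alone. Cxcr2 (ENSMUSG00000026180, chromosome 1, 74153989 to 74161246) was at 5.13 ± 1.16 CPM after PBS and 17.1 ± 7.8 CPM after IL-17A (SD, n = 3 mice each), and 1.05% of its windows of 76 bases also occur in Gm26764. Its log2 fold change was 1.73 (standard error 0.34, adjusted p = 0.0178), with all IL-17A libraries above all PBS libraries. Csf3r had a log2 fold change of 1.84 (standard error 0.41, adjusted p = 0.0245) and Dhrs9 of 1.34 (standard error 0.32, adjusted p = 0.0292). All 3 calls were lost without PBS replicate 3 or without IL-17A replicate 1, where the log2 fold change of Cxcr2 was 1.58 (adjusted p = 0.101) and 1.27 (adjusted p = 0.087), and with only these 2 groups in the fit (adjusted p = 0.0749 for Cxcr2). Those of Cxcr2 and Dhrs9 were also lost without PBS replicate 2 (adjusted p = 0.0573 and 0.0624). For Cxcr2, over 14 alternatives, the adjusted p-value was 1e-06 to 0.101. DESeq2 on all 12 libraries called 4 neutrophil genes, adding Stfa2l1.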

Four neutrophil-specific genes, including Cxcr2, were upregulated. Mice treated with IL-36γ revealed significantly more genes with expression relatively specific to T cells and neutrophils that were upregulated. 

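After IL-36γ, 8 of the 12 neutrophil genes were called raised against PBS and 11 adjusted over the list alone. Wfdc21 was called lowered (log2 fold change -1.31). Without PBS replicate 3 or without IL-36γ replicate 2 the number was 5. Of the 4 T cell genes, Tarm1 (log2 fold change 1.69, standard error 0.25, adjusted p = 0.000737) and Trac (1.84, standard error 0.23, adjusted p = 0.000256) were called raised, the same 2 as adjusted over the list alone. IL-36γ and IL-17A were not compared directly, so the difference in the number of called genes between these groups was not tested.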

In mice treated with both cytokines, the highest number of genes with expression relatively specific to neutrophils and T cells was identified when compared to mice treated with IL-36γ or IL-17A alone, confirming the stainings shown in Figure 1E.

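In the combination, 11 of the 12 neutrophil genes were called raised against PBS, and 10 without IL-17A + IL-36γ replicate 1. Wfdc21 was called lowered (log2 fold change -2.35). In the T cell list of the figure, Tarm1 (1.82, adjusted p = 0.000186) and Trac (2.18, adjusted p = 3.72e-05) were again called raised. Trdc (-1.17, adjusted p = 0.000184) and Trdv4 (-1.46, adjusted p = 0.000117), which encode parts of the gamma-delta T cell receptor, were called lowered. Whether T cells express Tarm1 in these ears was not tested. DESeq2 on all 12 libraries called 7 T cell genes raised after the combination and 3 after IL-36γ. With no filter on low counts the numbers were 6 and 3. A direct comparison of the combination with IL-17A alone called 8 neutrophil and 2 T cell genes raised. It called Wfdc21 of the neutrophil genes lowered, and Trdc and Trdv4 of the T cell genes. Against IL-36γ alone 0 genes of either list were called, 6 neutrophil genes and 0 T cell genes had an unadjusted p-value below 0.05, and 4 neutrophil genes passed when adjusted over the list alone. In a separate list of 8 genes of mature neutrophils, of which Ly6g, Cxcr2 and Csf3r (3 genes) are also in Figure 3C, the median log2 fold change was 1.64 after IL-17A, 2.43 after IL-36γ and 3.45 after both. From the number of raised genes in each group, the paper concludes that the expression data match the stainings of Figure 1E.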

## 4. Discussion

The WHO classifies psoriasis as one of the most serious non-communicable diseases. It is characterized by aberrant and enhanced proliferation of epidermal keratinocytes driven by immune mediators including IL-23, IL-17 and IL-36 [1]. These cytokines are organized hierarchically, with IL-36 being the downstream effector [41]. Previous studies have used mouse models, in which the injection of IL-23 induced a psoriatic phenotype to investigate the molecular key mechanisms of the disease [36,37,38]. In this context, a former study elucidated a role for IL-36 signaling in the IL-23/TH17-signaling axis by inhibiting skin inflammation in an IL-23 ear injection model with an anti-mouse IL-36R monoclonal antibody [42]. Our present study aimed to establish a murine intradermal ear injection model to investigate the effects of IL-36γ and IL-17A in the pathomechanism of psoriasis.

We demonstrated that IL-36γ and IL-17A individually led to a significant increase in ear and epidermal thickness, which was further increased by the combined administration of both cytokines. This strong increase in ear thickness is also observed in IL-23-induced mouse models of psoriasis described in the literature, concordant with our results [34]. Injection of each cytokine alone provoked eczematous-like skin changes, whereas the combination leads to a psoriasis-like phenotype.

The role of neutrophils in psoriasis has been known for a long time. Neutrophil chemotaxis is significantly upregulated in psoriasis patients [43]. The infiltration of neutrophils and the formation of micro-abscesses is a hallmark feature of psoriasis. In our psoriasis model, immigration of neutrophils occurred after injection of both IL-17A + IL-36γ, but also in response to IL-36γ alone, albeit to a lesser extent. This confirms that IL-36 cytokines are important for the recruitment and activation of neutrophils [30]. It was also reflected at the gene expression level. 

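Cxcl9 (ENSMUSG00000029417, chromosome 5, 92321347 to 92328079) was at 0.639 ± 0.231 CPM after PBS, 1.05 ± 0.198 CPM after IL-17A, 3.88 ± 2.46 CPM after IL-36γ and 7.28 ± 8.22 CPM after IL-17A + IL-36γ (SD, n = 3 mice each). The log2 fold change against PBS was 0.71 (adjusted p = 0.609) for IL-17A, 2.60 (standard error 0.78, adjusted p = 0.0278) for IL-36γ and 3.50 (standard error 0.78, adjusted p = 0.00359) for the combination. The call for IL-36γ was lost without any 1 of the PBS libraries and without IL-36γ replicate 2 (log2 fold change 1.95, adjusted p = 0.118), and over 14 alternatives the adjusted p-value was 1.68e-07 to 0.118. The value of the combination was 1.99 without its replicate 2. Cxcl10 (ENSMUSG00000034855, chromosome 5, 92346638 to 92348889) rose from 0.388 ± 0.401 CPM after PBS to 3.28 ± 1.89 CPM after the combination, a log2 fold change of 3.05 (standard error 0.71, adjusted p = 0.00459). It was not called after IL-17A (1.48, adjusted p = 0.211) or IL-36γ (1.72, adjusted p = 0.101). The value of Cxcl10 after IL-17A lay between 0.44 and 2.75 when 1 library was left out at a time. For IL-36γ it was called without PBS replicate 2 (3.00, adjusted p = 0.0351) and by DESeq2 on these 2 groups (adjusted p = 0.0169), chosen after the data were seen, in a range of adjusted p-values from 0.0169 to 0.297 over 13 alternatives.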

We found that genes such as *Cxcl9* and *Cxcl10* were significantly upregulated, which are both important chemo-attractants for neutrophils. It has been reported that intraperitoneal treatment with a neutrophil-depleting antibody (anti-Ly-6G) caused a dramatic reduction in epidermal thickness in a psoriasis mouse model and suggested that blocking neutrophil function may have therapeutic benefit in inflammatory human skin disorders [44]. Therapies frequently used in psoriasis patients such as dimethylfumarate or apremilast can inhibit chemokines like Cxcl9 and Cxcl10, which highlights the role of these two chemokines in psoriasis [45,46].

The role of TH1 in the disease is well known. A feedback loop has been postulated in which TH1 activation leads to the release of IFNγ and TNFα, which in turn stimulate the secretion of Cxcl10 by keratinocytes, lymphocytes, and other immune cells [44]. The release of Cxcl10 promotes activation of T cells which perpetuates the immune cascade [47]. The recruitment of T cells in psoriasis is consistent with the observed changes in gene expression in our ear injection model as T cell-specific marker genes were up-regulated. 

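T cell expression was also examined in a list of 13 genes of T cells in general and of the alpha-beta receptor, of which 12 were tested and Trac is also in Figure 3C. Its median log2 fold change against PBS was 0.29 after IL-17A, 0.58 after IL-36γ and 0.71 after IL-17A + IL-36γ, with single genes of the combination between -0.71 and 4.31. In fry the list was raised in all 3 comparisons (adjusted p = 0.0143, 0.000193 and 0.000104), although only 5 genes were called after IL-36γ and 5 after the combination. After IL-17A 0 were called, 4 had an unadjusted p-value below 0.05 and 11 of the 12 lay above 0. With the correlation between genes estimated by camera, the adjusted p-values were 0.339, 0.107 and 0.134. With scaling by library size only, the medians of the list were 0.125, 0.437 and 0.569. Under this scaling 4 genes were called after IL-36γ and 4 after the combination.

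**Figure D2:**
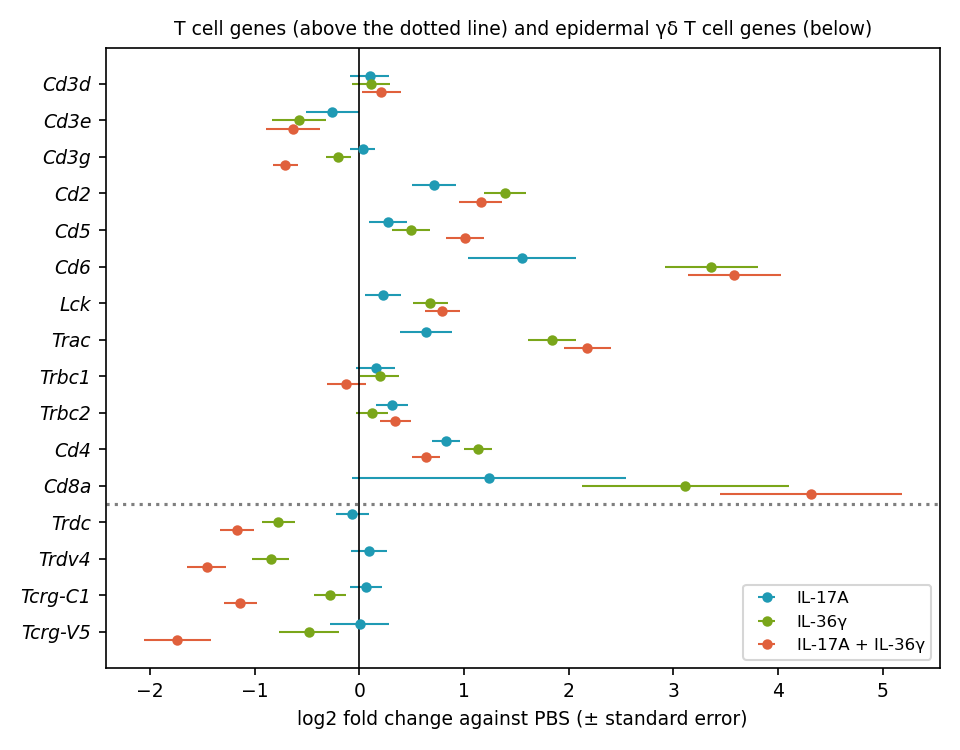
Log2 fold change against PBS (x axis, with standard errors as bars) of 12 genes of T cells in general and of the alpha-beta receptor, above the dotted line, and of 4 genes of the gamma-delta receptor, below it, for IL-17A, IL-36γ and both. Trac lies at 2.18 for both cytokines, whereas Trdc lies at -1.17.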

T cells play the central role for the adaptive immune system and are crucial for maintaining inflammation in psoriasis patients.

Genes involved in angiogenesis and blood vessel development pathways, which are associated with psoriasis, are significantly upregulated by the combination of IL-17A + IL-36γ, and to a lesser extent in response to IL-36γ alone. 

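The angiogenesis set of Figure 2A was represented by 5 printed genes, 4 of them tested, and its median log2 fold change against PBS was 1.40 (adjusted p = 0.000489 in fry) in IL-17A + IL-36γ and 1.08 (adjusted p = 0.00421) in IL-36γ. For blood vessel development the figure prints 1 gene, Gja5. Its log2 fold change was 1.05 (adjusted p = 0.00813 in fry over the 19 sets) in the combination and 0.46 (adjusted p = 0.171 in fry) in IL-36γ. The study chose the printed genes for their rise in the combination in the same libraries. The direct comparison of the combination with IL-36γ gave a median of 0.46 for angiogenesis, which did not pass in fry (adjusted p = 0.168) or in camera with the estimated correlation (adjusted p = 0.279) and passed in camera with the preset correlation (adjusted p = 0.0325). A separate list of 9 angiogenic factors had medians of 0.02 in the combination (adjusted p = 0.836 in fry) and 0.03 in IL-36γ (adjusted p = 0.74), which became -0.13 and -0.12 with scaling by library size only and -0.03 and -0.08 without PBS replicate 1. Vegfa differed from PBS by log2 values of 0.24 in the combination and 0.07 in IL-36γ.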

Our results are in line with findings that highlighted the role of IL-36γ in vascular activation, and the induction of angiogenesis in a VEGF-A-dependent manner in the context of psoriatic lesions [48]. Additionally, IL-17A stimulates the expression of pro-angiogenic factors, including VEGF [49]. 

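After IL-17A alone, the 4 tested angiogenesis genes of Figure 2A had a median log2 fold change of 0.64 (adjusted p = 0.0672, unadjusted p = 0.0324 in fry), with 1 gene called raised. Gja5 of the blood vessel development set had a log2 fold change of 0.65 (adjusted p = 0.104 in fry). The 9 angiogenic factors of the separate list had a median of 0.19 (adjusted p = 0.124), from 0.09 without IL-17A replicate 2 to 0.30 without PBS replicate 2 and 0.013 with library size only, and Vegfa a value of 0.06. The difference between IL-17A and IL-36γ was not tested.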

In our model, genes associated with angiogenesis and blood vessel development were only slightly upregulated by IL-17A.

The stimulation with IL-17A + IL-36γ upregulated numerous psoriasis-associated genes. This included, for example, the RIKEN cDNA 2610528A11 gene, which is a marker for psoriasis in humans. Moreover, the mRNA for 2610528A11RIK (Gpr15l) was significantly decreased upon treatment with the antibody AIN457 (Secukinumab), which was simultaneously accompanied by a marked improvement in clinical findings [50]. Furthermore, we detected an upregulation of *Il1b*, whose proinflammatory role in psoriasis has been described previously [51,52].

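2610528A11Rik (ENSMUSG00000096001, chromosome 14, 37102140 to 37114022) was at 3.72 ± 3.58 CPM after PBS, 32.2 ± 27.8 CPM after IL-17A, 56.8 ± 16.8 CPM after IL-36γ and 108 ± 33.3 CPM after IL-17A + IL-36γ (SD, n = 3 mice each). Its log2 fold changes against PBS were 3.10 (standard error 0.74, adjusted p = 0.0279), 3.92 (standard error 0.75, adjusted p = 0.003) and 4.84 (standard error 0.77, adjusted p = 0.00044), with every treated library above every PBS library. The call after IL-17A was lost without PBS replicate 3 (2.56, adjusted p = 0.101), without IL-17A replicate 1 (2.08, adjusted p = 0.137), with only these 2 groups in the fit (adjusted p = 0.0997) and with DESeq2 on these 2 groups (adjusted p = 0.0872), and over 13 alternatives the adjusted p-value was 0.00381 to 0.137.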

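Il1b (ENSMUSG00000027398, chromosome 2, 129364570 to 129371139) rose from 5.05 ± 6.39 CPM after PBS to 66.8 ± 25.7 CPM after IL-17A + IL-36γ (SD, n = 3 mice each), a log2 fold change of 3.72 (standard error 0.89, adjusted p = 0.00538). It was at 27.2 ± 28.6 CPM after IL-17A (2.42, standard error 0.86, adjusted p = 0.0843) and at 26.1 ± 13.4 CPM after IL-36γ (2.37, standard error 0.86, adjusted p = 0.0583), and was called in neither. Both were called without PBS replicate 2, with values of 4.30 (adjusted p = 0.0416) and 4.25 (adjusted p = 0.00884), and with no filter on low counts (adjusted p = 0.0382 and 0.0177). With the replicate number as a block, the value after IL-36γ was called too (2.51, adjusted p = 0.0441). Over 14 alternatives the adjusted p-values reached 0.466 after IL-17A and 0.181 after IL-36γ. The lowest log2 fold changes of Il1b among them were 1.05 and 1.86.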

The upregulation of genes encoding proteins of the S100 family is in line with previous studies, which showed that this protein family plays a crucial role in psoriasis, especially in inflammation, angiogenesis, and keratinocyte proliferation [53]. 

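Of 19 annotated genes of the S100 family 14 were tested. S100a8 and S100a9 (2 genes) were called raised after IL-17A, these and S100a7a (3 genes) after IL-36γ, and these and S100a11 (4 genes) after the combination, where S100a3 and S100b (2 genes) were called lowered. The median log2 fold change of the family was 0.40 after IL-17A, 0.31 after IL-36γ and 0.26 after the combination and stayed above 0 under each scaling, with 0.23, 0.17 and 0.12 for library size only. Without PBS replicate 1 the value after the combination was 0.40, and without PBS replicate 3 no gene of the family was called after IL-17A. With scaling by library size only, 1 gene of the family was called lowered after IL-36γ.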

S100A8/A9 often exists in a heterodimeric form. They are derived from neutrophils, macrophages, and keratinocytes and stimulate the recruitment of neutrophils [54]. Therefore, it is not surprising that in mice, in which S100 genes are upregulated (in response to IL-36γ as well as the combination of IL-17A + Il-36γ), significantly more neutrophils were detected in the histological sections.

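S100a9 (ENSMUSG00000056071, chromosome 3, 90692632 to 90695721) was at 17.9 ± 23.6 CPM after PBS, 350 ± 126 CPM after IL-17A, 1993 ± 767 CPM after IL-36γ and 4971 ± 960 CPM after IL-17A + IL-36γ (SD, n = 3 mice each). Against PBS, S100a9 had a log2 fold change of 6.79 (standard error 0.90, adjusted p = 0.000369) after IL-36γ and 8.11 (standard error 0.96, adjusted p = 7.38e-05) after the combination. After IL-17A it was 4.29 (adjusted p = 0.0165), a call that was lost without PBS replicate 3 (3.79, adjusted p = 0.0848) and without IL-17A replicate 1 (4.02, adjusted p = 0.0748) and with only these 2 groups in the fit (adjusted p = 0.0752), the highest of 14 alternatives being 0.0848 and the lowest 0.000216.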

Furthermore, a significant upregulation of genes belonging to the Krt family involved in keratinization, and keratinocyte differentiation was found. 

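Of 54 annotated Krt genes 45 were tested. After the combination 8 were called raised (Krt1, Krt6a, Krt6b, Krt14, Krt16, Krt18, Krt84 and Krt90). The 10 called lowered were Krt7, Krt15, Krt19, Krt20, Krt24, Krt31, Krt33a, Krt34, Krt81 and Krt86. After IL-36γ 5 were raised and 4 lowered, and after IL-17A 3 raised and 2 lowered. The median log2 fold change of the family was -0.09 after IL-17A, -0.36 after IL-36γ and -0.57 after the combination, and it was below 0 under each scaling. Because genes of the family moved in both directions, this median does not describe the raised keratins. With library size only, 2 were raised and 4 lowered after IL-17A, 5 raised and 7 lowered after IL-36γ and 8 raised and 13 lowered after the combination. Leaving out 1 library, the median lay between -0.19 (PBS replicate 3) and -0.025 (PBS replicate 1) after IL-17A and between -0.49 (IL-36γ replicate 1) and -0.22 (PBS replicate 2) after IL-36γ, where 10 were lowered without IL-36γ replicate 1 and 2 without IL-36γ replicate 2. Without PBS replicate 3 no Krt gene was raised after IL-17A. Among 17 annotated Sprr genes, which also encode proteins of the cornified envelope, 14 were tested and 3, 12 and 12 were called raised in these groups. With DESeq2-type size factors, 1 Sprr gene was raised after IL-17A. Without PBS replicate 3 none was, and 7 were raised after IL-36γ.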

Comparable to our study, an upregulation of *Krt16* was demonstrated in a three-dimensional psoriasis mouse model [55]. However, this was after stimulation with TNFα and IFNγ. In our model, *Krt16* was upregulated in response to IL-36γ, either alone or in combination with IL-17A.

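Krt16 (ENSMUSG00000053797, chromosome 11, 100246091 to 100248902) was at 49.5 ± 53.6 CPM after PBS, 1439 ± 616 CPM after IL-36γ and 2857 ± 832 CPM after IL-17A + IL-36γ (SD, n = 3 mice each). Windows of 76 bases that also occur in Gm11597 made up 28.7% of its sequence. Krt16 differed from PBS by a log2 value of 4.86 (standard error 0.93, adjusted p = 0.00296) for IL-36γ and 5.85 (standard error 0.97, adjusted p = 0.00057) for the combination. After IL-17A alone Krt16 was at 334 ± 342 CPM, with a log2 fold change of 2.75 (standard error 0.84, adjusted p = 0.0549) that did not pass the test although all 3 libraries lay above those of PBS. It was called without PBS replicate 2 (4.12, adjusted p = 0.0398) and by DESeq2 on all 12 libraries (adjusted p = 0.0336). Krt16 was also called with the replicate number as a block (2.92, adjusted p = 0.0355) and with no filter on low counts (adjusted p = 0.0173). In the other 10 of 14 alternatives it was not called, with adjusted p-values of up to 0.282 and values as low as 1.44.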

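Lce3a (ENSMUSG00000054325, chromosome 3, 92925287 to 92926230) was at 0.390 ± 0.204 CPM after PBS, 2.83 ± 4.25 CPM after IL-17A, 18.3 ± 13.0 CPM after IL-36γ and 36.2 ± 33.7 CPM after the combination (SD, n = 3 mice each). Its log2 fold changes against PBS were 2.83 (standard error 1.37, adjusted p = 0.182), 5.54 (standard error 1.26, adjusted p = 0.00746) and 6.51 (standard error 1.26, adjusted p = 0.00155). The value after IL-17A came from replicate 1 of that group and was -0.13 without it. Lce3b (ENSMUSG00000042031, chromosome 3, 92932979 to 92934097) was at 0.329 ± 0.478, 3.56 ± 5.4, 20.6 ± 15.9 and 49.6 ± 47.9 CPM in the same order of groups. Its log2 fold changes were 3.39 (standard error 1.55, adjusted p = 0.161), 5.93 (standard error 1.42, adjusted p = 0.00998) and 7.20 (standard error 1.43, adjusted p = 0.00179), and the value after IL-17A lay between 0.35 and 5.83 when 1 library was left out at a time. Lce3e holds 9.07% of the windows of 76 bases of Lce3a, and Lce3d 5.95% of those of Lce3b.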

IL-17A and IL-36γ induced the expression of *Lce3a* and *Lce3b*, which are expressed only in the epidermis and in oral epithelia. The encoded proteins are not only relevant in the late cornified envelope, but also possess antimicrobial activity [56]. In lesional psoriasis skin, the expression of LCE3A, LCE3B and LCE3C is markedly increased, which is consistent with our findings [56].

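Lce3c (ENSMUSG00000045475, chromosome 3, 92944486 to 92945733) was at 4.40 ± 2.28 CPM after PBS, 9.41 ± 7.8 CPM after IL-17A, 20.6 ± 10.9 CPM after IL-36γ and 43.3 ± 33.5 CPM after IL-17A + IL-36γ (SD, n = 3 mice each), and 27.8% of its windows of 76 bases also occur in Lce3f. The log2 fold change against PBS was 3.29 (standard error 0.71, adjusted p = 0.00296) for the combination and 2.22 (standard error 0.69, adjusted p = 0.0323) for IL-36γ. For IL-36γ the call was lost without PBS replicate 2 or 3 and without replicate 1 or 2 of IL-36γ, with adjusted p-values of 0.0992, 0.121, 0.0743 and 0.116. After IL-17A the value was 1.09 (adjusted p = 0.311), from 0.12 without IL-17A replicate 1 to 1.58 without PBS replicate 1. All 6 genes of the Lce3 family were called raised after IL-36γ and 6 after the combination under each scaling, and 2 after IL-36γ without PBS replicate 3. After IL-17A 0 were called (4 by unadjusted p-value), and the median log2 fold changes were 2.68, 4.14 and 5.20 after IL-17A, IL-36γ and both. Without IL-17A replicate 1 the first of these was 0.27.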

*Defb3* and *Defb4* were upregulated by IL-36γ and synergistically by co-stimulation with IL-17A + IL-36γ. 

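Defb3 (ENSMUSG00000039775, chromosome 8, 19293360 to 19295291) was at 0.104 ± 0.0858 CPM after PBS, 13.8 ± 11.7 CPM after IL-36γ and 31.8 ± 26.9 CPM after IL-17A + IL-36γ (SD, n = 3 mice each). Its log2 fold change against PBS was 6.99 (standard error 1.13, adjusted p = 0.00117) for IL-36γ and 8.18 (standard error 1.12, adjusted p = 0.000169) for the combination, and the combination differed from IL-36γ alone by 1.20 (standard error 0.67, adjusted p = 0.417). If the changes of the single cytokines from PBS were added, Defb3 would reach 14.8 CPM, and the combination exceeded this by 17.0 ± 16.9 CPM (SE). Without replicate 1 of the combination the excess was 1.75 CPM and without replicate 2 it was 27.4 CPM. For Defb4 the additive value was 7.36 CPM and the excess 17.3 ± 9.42 CPM (SE), between 8.61 CPM without replicate 1 and 22.9 CPM without replicate 3 of the combination. On the log2 scale, where independent effects multiply, the interaction was -2.12 (adjusted p = 0.469) for Defb3 and -0.85 (adjusted p = 0.753) for Defb4. Of 43 annotated Defb genes 5 were tested, and 4 (Defb3, Defb4, Defb6 and Defb14) were called raised after IL-36γ and 4 after the combination under each scaling.

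**Figure D3:**
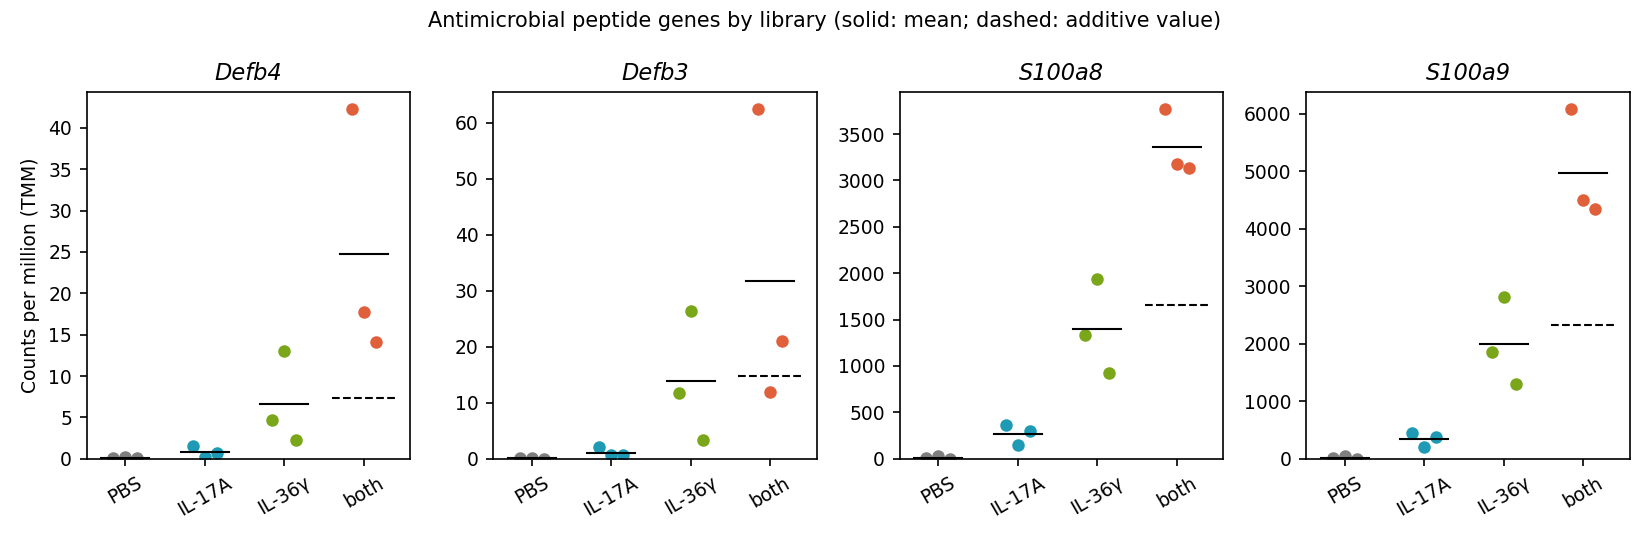
CPM after TMM normalization (y axis) of Defb4, Defb3, S100a8 and S100a9 in each library (points) of the 4 groups (x axis), with the group mean as a solid line and the sum of the single changes from PBS as a dashed line. The mean of Defb4 after both cytokines is 24.7 CPM and its dashed line lies at 7.36 CPM.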

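After IL-17A alone, Defb3 was at 1.09 ± 0.814 CPM and Defb4 at 0.796 ± 0.694 CPM (SD, n = 3 mice each). The log2 fold change against PBS was 3.31 (standard error 1.45, adjusted p = 0.142) for Defb3, with every IL-17A library above every PBS library, and 2.73 (standard error 1.22, adjusted p = 0.153) for Defb4, with overlapping libraries. DESeq2 on all 12 libraries called both, with values of 3.37 (adjusted p = 0.0148) and 2.79 (adjusted p = 0.0331), as did DESeq2 on these 2 groups (adjusted p = 0.000114 and 0.00669), a setting chosen after the data were seen. The other alternatives called neither, with adjusted p-values of up to 0.453 and 0.532. Of the Defb genes tested, 1 (Defb6) was called raised by IL-17A under each scaling.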

Interestingly no upregulation was detected after stimulation with IL-17A alone. Our results differ from a previous study [57], in which treatment of NHEKs with IL-17A induced the expression of proinflammatory mediators, such as DEFB4.

## 5. Conclusions

In conclusion, intradermal injection of IL-17A + IL-36γ into the ear pinnae of mice provides an in vivo model to investigate psoriasis, which mimics both histological and gene expression aspects of the disease. Our results strengthen the hypothesis that IL-17A and IL-36γ drive psoriatic inflammation via a synergistic interaction. In severe cases of psoriasis, the combined targeting of IL-36 and the IL-23–IL-17 axis may be a new beneficial therapeutic approach. Monoclonal IL-36 receptor-blocking antibodies such as Spesolimab have already proven their efficacy in generalized pustular psoriasis in Phase II clinical trials. Our established intradermal ear injection model can be utilized in the future to monitor the effects of various inhibitors, e.g., biologicals, and topically applied small molecules, that target the IL-17A and IL-36γ cytokine network.

## Figures and Tables

**Figure 1:**
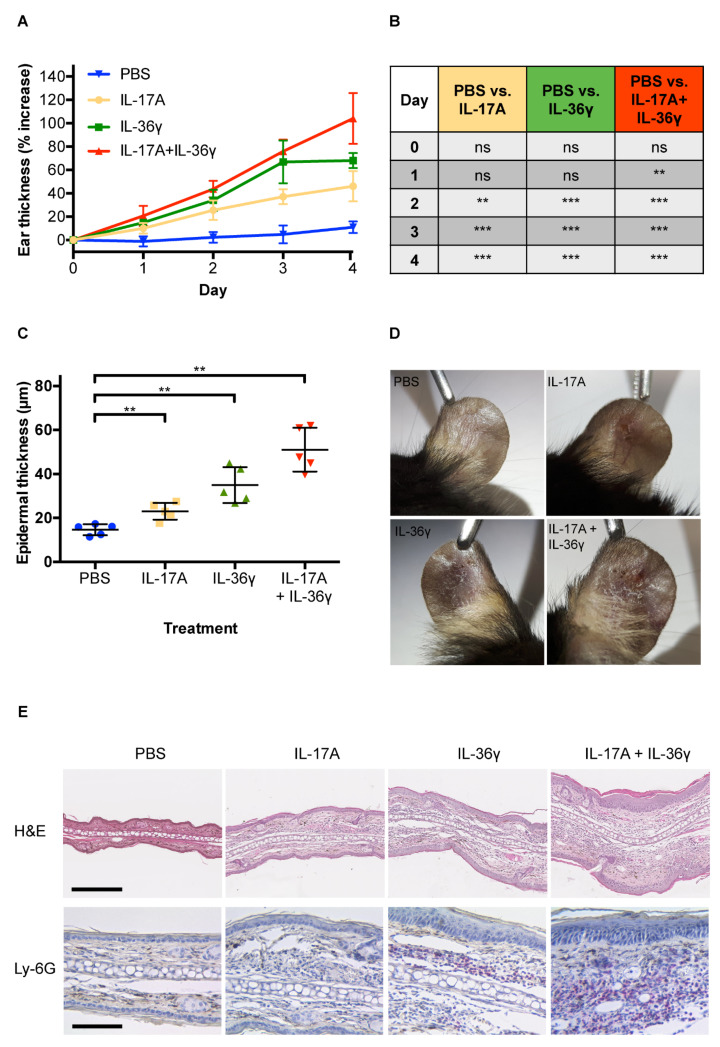
Intradermal delivery of IL-17A and IL-36γ resulted in a significant increase of ear thickness measured, lead to psoriasis-like changes and recruitment of neutrophils. (**A**) Ear thickness was measured daily in C57BL/6J mice treated either with PBS, IL-17A, IL-36γ or the combination of both cytokines. Data show an increase of ear thickness expressed as a percentage increase from the baseline values on day 0. (**B**) A separate table shows significant differences in the increase in ear thickness in each group compared to the PBS-treated group. ** *p* < 0.01, *** *p* < 0.001. (**C**) Epidermal thickness was measured in two representative H&E stained tissue sections from each mouse. Measurement was carried out at four positions per tissue section. ** *p* < 0.01. (**D**) Representative pictures of one mouse ear per group. (**E**) Representative H&E stained sections of each treatment and control group. Magnification = 100×, scale bar = 250 µm. Immunohistochemical staining for neutrophils was performed with a primary monoclonal rat anti-mouse Ly-6G antibody. Magnification = 200×, scale bar = 100 µm.

**Figure 2:**
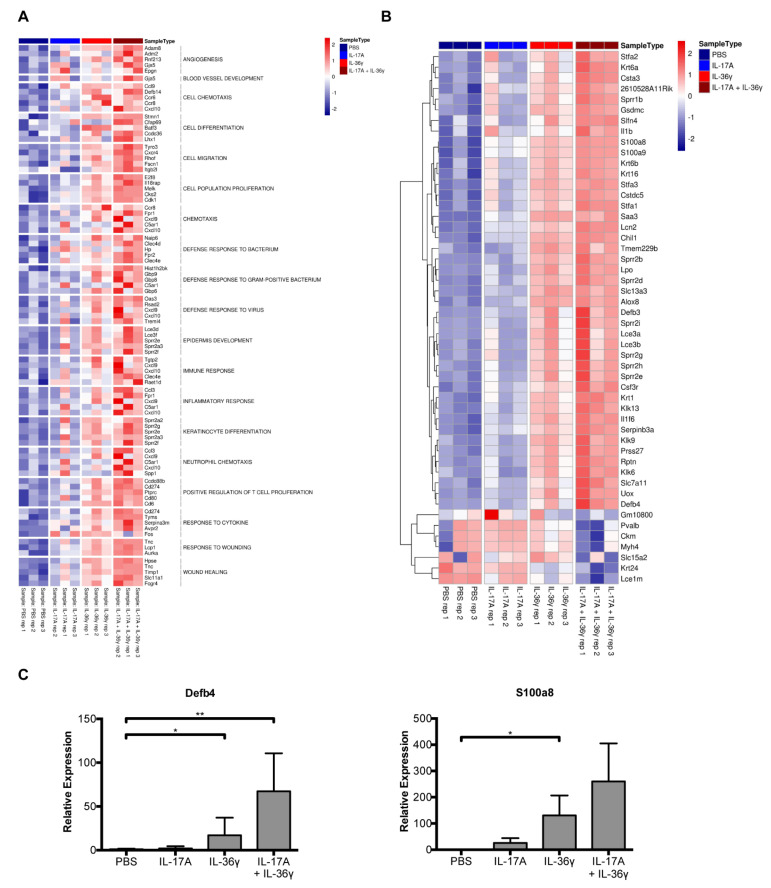
Identification of differentially expressed psoriasis-associated genes in mice treated with IL-17A and IL-36γ. (**A**) Heat map generated from RNAseq data reflecting gene expression values in four conditions (treatment with PBS, IL-17A, IL-36γ, or both cytokines). Nineteen gene sets relevant for psoriasis were selected. The top five significantly regulated genes (with a fold change greater or equal to two and a *p*-value less than 0.01) of every gene set are presented. The 12 columns of the heat map from left to right correspond to individual mice of the indicated treatment. (**B**) Heat map of the top 50 differentially expressed genes. The 12 columns of the heat map from left to right correspond, respectively to PBS, IL-17A, IL-36γ, IL-17A + IL-36γ. (**C**) The expression of the genes encoding S100a8 and Defb4 (ortholog of human hBD2) after treatment with IL-17A and IL-36γ as indicated was analyzed by RT-qPCR analyses. * *p* < 0.05, ** *p* < 0.01.

**Figure 3:**
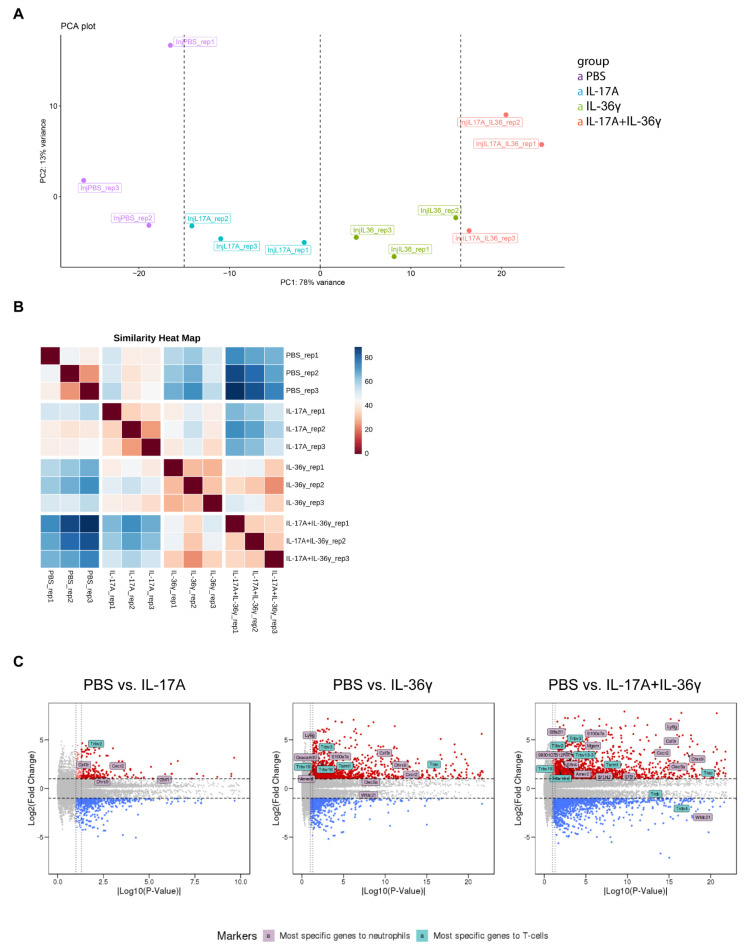
Principal components analysis (PCA), similarity heat map and gene expression analysis of immune cells. (**A**) PCA plot of all 12 samples using variance stabilizing transformation. (**B**) Similarity heatmap with dark red indicating identical or very similar, and dark blue very different gene expression changes. (**C**) Volcano plots of differentially expressed genes. Indicated are genes that are expressed selectively in T cells and neutrophils. Genes with increased and decreased expression (*p* < 0.05) are in red and blue, respectively.

## Data Availability

Bulk RNA-Seq data has been submitted to the Gene Expression Omnibus (GEO) repository (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 28 May 2021)), accession no. GSE175732.

How the deposited data were processed for this re-analysis (not part of the article)

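RNA of the ears of 12 mice was measured by RNA-Seq, with 3 mice in each of the groups PBS, IL-17A, IL-36γ and IL-17A + IL-36γ. The mice were 8 weeks old, each group of the study held 5 mice, and 3 of them were sequenced. The authors aligned the reads to mm10 with STAR and counted them per Ensembl gene with featureCounts, and the deposited table holds these counts without normalization, 1 column per mouse. The authors also deposited a table for each of 5 comparisons with a log2 fold change, a p-value and an adjusted p-value from DESeq2. These tables cover 47092 genes and lack 3593 genes of the count table, and the mean of normalized counts differs between them, so each comparison was normalized on its own libraries. Their values are given only where they are named as the authors' values, and all other values were computed from the counts.

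Libraries were assigned to groups from the sample labels. The total of counts per library ranged from 25293468 to 34759293. Genes were named and placed with the GENCODE annotation vM21 of GRCm38, with symbols of 50374 of 50684 identifiers. A pair of symbols printed in Fig. 2B and absent from this annotation, Csta3 and Cstdc5, was matched through the authors' tables to Gm5416 and BC100530. No pair of libraries of a group was a copy of another, since the chi-square per gene of the 12 pairs lay between 7.19 and 64.9.

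Computations were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and data.table 1.17.8. Genes with low counts were removed by filterByExpr with a minimum count of 10, the libraries were scaled by TMM, and the quasi-likelihood test of edgeR was applied to the means of the 4 groups in 1 fit of the 12 libraries. Changes were called at an adjusted p-value below 0.05 and an absolute log2 fold change above 1, the thresholds of the paper's methods. An interaction is the change by IL-17A in the presence of IL-36γ minus that in its absence, on the log2 scale, called at an adjusted p-value below 0.05. Gene sets were tested with fry and with camera of limma. Excess over additivity is the mean CPM after both cytokines plus that after PBS minus those after each cytokine alone, with a standard error from the 4 group variances. The PCA used the variance stabilizing transformation of DESeq2 and the 500 most variable genes. A group whose libraries all hold 3 counts or fewer gives a bound in place of a fold change. Coverage of these libraries limits genes such as Trbv2, which lie at or under this level, and the counting error of a gene is part of the spread that the test estimates.

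The procedure was tested on simulated data with 200 genes changed by a log2 value of 2 in the combination only. They were drawn from the genes with a mean above 1 CPM, and genes were simulated independently of each other. Of these, 196 (98%) were called in a comparison of 2 groups, together with 2 unchanged genes, and 188 (94%) were called in the interaction, together with 17 unchanged genes. All 5 sets raised in the simulation were called, and 1 of 14 unchanged sets.

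The comparisons, the tests, the alternatives, the lists of genes and the rule for the genes named were set before the data were examined, apart from the alternatives and lists named as chosen later. The genes named are those the paper names in its results and discussion, those printed in Fig. 2A, Fig. 2B and Fig. 3C, the families S100, Krt, Lce3, Defb and Sprr as counts, and for each comparison the 3 most raised and the 3 most lowered genes among those called with libraries of the groups apart. The genes Hprt, Fcgbp, Cfb and Mybpc2 lie outside this rule and were chosen after their values were seen. The labels of Fig. 2A, Fig. 2B and Fig. 3C were read by eye. Lists written for this work cover mature neutrophils, neutrophil precursor granules, T cells in general and the alpha-beta receptor, epidermal gamma-delta T cells, macrophages, proliferation, skeletal muscle, cartilage, adipocytes, sebaceous glands, hair follicles, red blood cells, sex, the IL-36 family, the IL-17 and IL-23 family, CXCR2 ligands, the response to interferon-gamma and angiogenic factors. Lists of immediate early genes and of clock genes were added after the data were seen.

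The alternatives were DESeq2 with a likelihood ratio test on all libraries, DESeq2-type size factors or library size only as the scaling, no filter or at least 10 counts in every library, only the 2 groups compared, no fold change threshold, the replicate number as a block, each library left out in turn, other numbers of genes and log2 CPM with a prior count of 2 for the PCA, and camera for the gene sets. DESeq2 fitted on 2 groups, no filter together with unadjusted p-values, other values for ranking the genes of Fig. 2B, the share of intronic counts as a covariate and a correction for gene length were added after the data were seen. The analysis of gene sets by the methods of piano was not repeated, since the members of the 19 sets are not listed in the paper's text. The qRT-PCR, the histology and the measurements of ear thickness were not analysed here.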

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

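The comparisons, the interaction, the gene-set tests and the alternatives were set before the data were examined, apart from those named as chosen later. Tests of gene length, the pair of T cell lists and other splits of the gamma-delta list were set before their results were seen. All other tests of explanations and of other groupings of libraries in this part were chosen only after the result was seen.

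In the main fit the measured effect of IL-17A differed between ears with and without IL-36γ for some genes. In a test of this difference on the log2 scale 107 genes passed, 82 of them below and 25 above the product of the single effects, and 4373 genes had an unadjusted p-value below 0.05. Saa3 had an interaction of -4.88 (adjusted p = 0.0122), Cfb of -1.71 and Fcgbp of -1.72 (adjusted p = 0.00866). Across the 19408 genes, which are not independent replicates, the effect of IL-17A without and with IL-36γ had a Pearson correlation of 0.109. Of 100 drawn regroupings of the 12 libraries, 1 gave as many genes, the real one, and the highest of the others gave 1 gene. Regrouping also breaks up the effects of the single cytokines, which then add to the spread within groups. It therefore cannot decide whether the interaction itself is accidental. By unadjusted p-values 4 of the 100 gave as many. A trend with gene length differing between libraries is not the whole cause, since 116 genes passed after it was taken out, 96 of them among the 107. The number passing the test depended on the scaling, with 38 genes for DESeq2-type size factors and 3 for library size only. These scalings moved the median interaction of all genes from -0.07 to -0.04 and 0.11, and all 107 kept their sign and an unadjusted p-value below 0.05, so that the number alone does not decide whether scaling is the cause. With the replicate number as a block 883 genes passed, all 107 among them. The number was 1 without IL-36γ replicate 1 and 1534 without PBS replicate 1. With the share of intronic counts per library as a covariate, 0 genes passed (3019 by unadjusted p-value). This share differs between the groups, so that it and the treatment cannot be told apart for these genes. Of the 82 genes below the product, 77 were lower after the combination than after IL-36γ alone (median -0.28), to which their choice by a negative interaction contributes. A response that IL-36γ alone already brings near its limit is not the cause for the whole set, since 27 of the 82 genes were higher after IL-17A alone than after IL-36γ alone by more than 2 SE, and 12 were not above PBS after IL-36γ. It stays open for single genes such as Saa3 and Cfb, with -0.045 and -0.119 for the combination against IL-36γ.

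The comparison of the combination with IL-36γ alone, whose number of genes the paper's text does not report, called 2 genes, Lmx1a (log2 fold change -1.69, adjusted p = 0.0473) and Chp2 (-1.09, adjusted p = 0.0473). By unadjusted p-value 2938 genes differed, and the libraries of the groups lay apart for 20.6% of all genes, where chance gives 10%. Of the 10 splits of these 6 libraries 1 gave as many called genes, the real one, and 3 against 3 libraries allow no smaller share. Of 100 drawn regroupings of all 12 libraries 8 gave as many, so that an accidental grouping stays open for these 2 genes. In simulated libraries of this number, 98% of the genes changed 4-fold between the combination and PBS were called. These genes were drawn from those with a mean above 1 CPM, and no other group was changed. Smaller changes and changes of genes below this level were not simulated. For these, too few libraries and an absence of change cannot be told apart. Both calls were lost without IL-36γ replicate 1 or 3 and without replicate 1 or 2 of the combination, while 62 genes were called without IL-36γ replicate 2 and 39 without replicate 3 of the combination. With DESeq2 90 genes were called and with no filter 82. Whether IL-17A adds little to IL-36γ in most genes was not tested beyond these values.

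The comparison of the combination with IL-17A alone, whose number of genes the paper's text does not report either, called 1737 genes, 865 raised and 872 lowered, and 8418 genes had an unadjusted p-value below 0.05. Of the 10 splits of the 6 libraries, 1 gave as many, the real one, and no other split called a gene (highest 0, with 1137 by unadjusted p-value). Of 100 drawn regroupings of all 12 libraries 1 gave as many, the real one, and the highest of the others called 156. The comparison of IL-36γ with PBS shares no library with this one, and 691 genes were called in both in the same direction and 5 in opposite directions. By unadjusted p-value 4350 genes were shared in the same direction, and of the 100 pairs of a split of each comparison 1 shared as many, the real one (highest of the others 1743). These shared counts argue against an accidental grouping. The number was between 1729 and 1738 under the other scalings and 1757 with the trend with gene length taken out, 1690 of them shared. Leaving out 1 library gave between 1291 and 1990 genes. The presence of IL-36γ is the difference that the design names, and no other biological explanation was tested.

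Among the 199 genes called lowered after IL-17A, 105 were transcripts annotated inside introns of other genes, which the paper does not discuss. The median log2 fold change of 1017 such transcripts was -0.68 and that of their host genes -0.003, and the median of the differences was -0.67, with 95.7% of the transcripts below their host. Low counts do not account for the lowered transcripts, since 8 of 1022 protein-coding genes of the same mean level were called lowered. Counts inside introns were at 3283 ± 737 CPM in PBS, 1897 ± 178 in IL-17A, 2206 ± 462 in IL-36γ and 2481 ± 408 in the combination (SD, n = 3). After IL-36γ the median difference from the host genes was smaller, at -0.41, with 88.7% below the host. Here 71 transcripts were lowered, against 46 of the protein-coding genes of the same level. After the combination the values were -0.19 and 75.4% (64 lowered, against 157). These comparisons share the PBS libraries, so they cannot decide whether the fall against the host genes is specific to IL-17A. Between the combination and IL-17A, without PBS libraries, the median difference was 0.462, with 10.2% of the transcripts below the host. On this scale PBS replicates 2 and 3, at 3716 and 3701, lay above all other libraries, and PBS replicate 1 was at 2432. Transcripts of the same annotated kinds outside genes (288) also fell after IL-17A, with a median of -0.36 and 79.5% below 0. A smaller share of unspliced RNA in the IL-17A libraries than in those of PBS is a candidate explanation for the fall inside introns. The difference from the host genes (-0.67) fits this explanation, which leaves the fall outside genes open. A larger share of unspliced RNA in PBS replicates 2 and 3 describes the same difference. Whether such a share arises from RNA extraction or library preparation, or from transcription in the ear, was not tested. The number depended on PBS replicate 3, without which 1 gene was called lowered, and on PBS replicate 1, without which 275 of 538 lowered genes were of this kind. It was 4 of 7 lowered genes without IL-17A replicate 1, 10 of 20 without PBS replicate 2, 39 of 71 without IL-17A replicate 2 and 67 of 130 without IL-17A replicate 3. For all genes changed between IL-17A and PBS, 1 was called with the share of intronic counts as a covariate (2233 by unadjusted p-value). The share differs between the groups, and for these genes it and IL-17A cannot be told apart. Gene length was related to the change after IL-17A (Spearman's rho -0.306 across 15283 protein-coding genes, which are not independent replicates), yet 407 genes were called with the trend taken out, 385 of them the same genes, which argues against it as the whole cause.

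The 4 genes of the epidermal gamma-delta T cell list (Trdc, Trdv4, Tcrg-C1 and Tcrg-V5), 2 of which are printed in Fig. 3C, were all called lowered after the combination, with a median log2 fold change of -1.31 (adjusted p = 5.94e-05 in fry, 0.128 with the correlation estimated by camera). The median was -0.63 after IL-36γ and 0.03 after IL-17A, where it became -0.14 with library size only and -0.145 without IL-17A replicate 2. The combination differed from IL-36γ by -0.73 (adjusted p = 0.00557 in fry). For the combination against PBS, 1 of the 10 splits of the 6 libraries gave a median as far from 0, the real one, and the furthest of the others was -0.519. With 3 against 3 libraries this share cannot be smaller. A lower share of keratinocytes alone raises the genes of all other cells, and the fall of all 4 genes (highest log2 fold change -1.135) argues against it. The alpha-beta list had a median of 0.71, with genes between -0.71 and 4.31. Because epidermal gamma-delta T cells are resident and alpha-beta T cells may infiltrate, a lower share of resident cells and other reasons for the lists moving apart cannot be told apart by these medians. Dilution of resident cells by infiltrating or dividing cells is a candidate explanation for the fall itself. The medians of the adipocyte, cartilage, sebaceous gland and muscle lists were all below 0, at -1.49, -0.88, -0.33 and -1.66 (median -1.19). These lists fell unevenly. The fall of muscle did not pass in fry (adjusted p = 0.089), and the amount of muscle may also vary with the dissected piece. The medians therefore do not decide whether dilution is the cause. Departure of these T cells or a lower level of their receptor genes were not tested.

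Hprt (ENSMUSG00000025630, chromosome X, 52988137 to 53021659), the reference gene of the paper's qRT-PCR, was higher in treated ears, and the paper does not report its level. It was at 52.7 ± 7.39 CPM after PBS, 78.0 ± 7.17 after IL-17A, 85.4 ± 11.0 after IL-36γ and 97.4 ± 5.65 after the combination (SD, n = 3). The log2 fold change against PBS was 0.57 (adjusted p = 0.0203), 0.70 (adjusted p = 0.00136) and 0.89 (standard error 0.12, adjusted p = 0.000133), with every treated library above every PBS library. Over 14 alternatives the value of the combination lay between 0.75 and 1.01 (adjusted p from 5.65e-15 to 0.00138). The value after IL-17A lay between 0.40 and 0.69, with an adjusted p-value above 0.05 without PBS replicate 2 (0.0704), PBS replicate 3 (0.111) or IL-17A replicate 1 (0.111) and with only the 2 groups compared (0.0749). A value of 0.84 remained for the combination with the trend with gene length taken out, and 0.75 with library size only as the scaling, so that neither is the whole cause. The proliferation list (6 genes) rose in the same order, with medians of 0.73 (1.28 without PBS replicate 1), 1.54 and 1.99, and whether dividing or infiltrating cells carry the change of Hprt was not tested.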

How the results depend on the processing

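The covariate, the correction for gene length, DESeq2 on 2 groups, other values for ranking the genes of Fig. 2B and the setting with neither filter nor adjustment were chosen only after the data were seen, and the other alternatives of this part were set earlier. Of the results that answer a comparison, 214 values under an alternative stayed within the spread or within 1.5 times the reported number and 66 moved. For single genes, 2094 values kept their direction and their side of the threshold, 115 were weaker, 57 stronger and 8 reversed. Where no cause is given below, the cause was not tested.

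Removing the fold change threshold, which by construction adds genes, gave 2120 genes after IL-17A, 5519 after IL-36γ, 8664 after the combination, 4 for the combination against IL-36γ and 6356 for it against IL-17A. Under the other alternatives except those that left out a library and the covariate, the numbers were 937 to 1553 for IL-36γ, 1830 to 3044 for the combination and 1211 to 1903 for it against IL-17A. With only the 2 groups compared, IL-17A changed 9 genes and the combination against IL-36γ 0 (3061 by unadjusted p-value). The latter comparison called 90 genes with DESeq2, 143 with DESeq2 on 2 groups, 82 with no filter, 0 with library size only (2787 by unadjusted p-value), 0 with at least 10 counts in every library (2644) and 0 with the replicate number as a block (3386). The interaction passed for 1817 genes with DESeq2, 38 with DESeq2-type size factors, 3 with library size only, 462 with no filter and 883 with the replicate block. With the share of intronic counts as a covariate, 1 gene was called after IL-17A, 870 after IL-36γ and 2027 after the combination. For the combination the numbers were 9 against IL-36γ and 2056 against IL-17A, and 0 genes passed in the interaction (3019 by unadjusted p-value). The paper names no pairing of the mice by replicate number. Residuals of libraries with the same number had correlations between -0.297 and 0.469 (median 0.086, above 0.1 in 8 of 18 pairs), against -0.598 to 0.475 (median -0.067) for other pairs. Replicate 1 had the lowest counts inside introns in 4 of 4 groups, and the TMM factor rose from replicate 1 to 3 in 4 of 4, so that a step shared by libraries of the same number is not excluded. Each group holds 1 library of each number.

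In Fig. 3C, unadjusted p-values gave 6 neutrophil genes and 1 T cell gene after IL-17A. Without filter and adjustment together, these were 6 and 3, and 7 T cell genes were raised after IL-36γ and 7 after the combination. The T cell genes after the combination numbered 7 with DESeq2, 6 with no filter and 6 with DESeq2 on 2 groups. The T cell genes added with no filter lay below the filter on low counts, which removes them by construction. PC1 held 50.0% of the variance over all genes and 70.7% with log2 CPM. Of the genes of Fig. 2B, 4 were among the top 50 when ranked by adjusted p-value, 9 on the linear scale and 0 when divided by the gene's sum. Relative to Hprt the excess was 1196 CPM for S100a8 and 1884 CPM for S100a9, lower because Hprt itself rose. The correlation of the IL-17A effect without and with IL-36γ was 0.225 over the genes called after IL-17A.

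The fits that each left out 1 library gave from 11 to 913 genes for IL-17A, 1047 to 1799 for IL-36γ, 2202 to 3170 for the combination, 0 to 62 for the combination against IL-36γ, 1291 to 1990 for it against IL-17A and 1 to 1534 for the interaction. The raised sets of Fig. 2A numbered 2 to 11 after IL-17A, 14 to 18 after IL-36γ and 19 to 19 after the combination. The neutrophil genes of Fig. 3C numbered 0 to 3, 5 to 8 and 10 to 11, and the T cell genes 0 to 0, 2 to 2 and 2 to 2. PC1 held from 69.9% to 81.5% and PC2 from 7.32% to 18.0% of the variance. The excess over additivity ranged from 8.61 to 22.9 CPM for Defb4, 1.75 to 27.4 CPM for Defb3, 1479 to 1973 CPM for S100a8 and 2102 to 3063 CPM for S100a9, and the correlation of the IL-17A effect from -0.004 to 0.158.

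Reversed values of single genes came from 1 library or from a change close to 0. Without IL-17A replicate 1 the log2 fold change after IL-17A was -0.134 for Lce3a, -0.292 for S100a7a and -0.228 for Slfn4, and without IL-17A replicate 3 it was 0.057 for Trdc. The highest values of these genes with another library left out were 3.35, 1.77 and 2.84, and the lowest of Trdc was -0.213. With library size only Trdv4 was at -0.085. Between the combination and IL-36γ, Cxcl9 was at -0.585 without replicate 2 of the combination and up to 1.56 without another library, and without replicate 1 of the combination Lce3a was at -0.099 and Amer2 at -0.075, against up to 1.62 and 1.11.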

Differences from the paper's values

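The setting with neither filter nor adjustment and DESeq2 on 2 groups were chosen after seeing the values, and the other alternatives of this part were set before the data were examined.

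After IL-17A, 0 of the T cell genes read in Fig. 3C were called raised (1 by unadjusted p-value), where the paper's text gives 1 gene. With unadjusted p-values the number was 1, but the gene was Trac and not Trbv2, which the paper names. The other 9 alternatives set before the data were examined left the number at 0. With neither filter nor adjustment, chosen after seeing the values, 3 genes were raised, Trbv2, Trbv3 and Trac. In the authors' own table of this comparison, Trbv2 has a log2 fold change of 3.99 with p = 0.00164 and no adjusted p-value.

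After IL-36γ, 2 T cell genes were called raised, where Fig. 3C shows about 5, read by eye. None of the 10 alternatives set before the data were examined reached this number, and DESeq2 on all libraries and no filter came closest with 3 each. With neither filter nor adjustment, chosen after seeing the values, the number was 7. The authors' own table of this comparison calls 5 of the genes read raised.

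After the combination, 2 T cell genes were called raised, where Fig. 3C shows about 7, read by eye. DESeq2 on all libraries gave 7 and no filter 6, and the other 8 alternatives set before the data were examined did not close the gap. Among the settings chosen after seeing the values, DESeq2 on 2 groups gave 6 and neither filter nor adjustment 7. The authors' own table of this comparison calls 6 of the genes read raised, and 7 by unadjusted p-value.

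The paper counts more neutrophil genes raised by IL-17A in Fig. 3C than the 3 called here. For the genes read, the authors' own table also calls 3 raised, and 4 by unadjusted p-value. Labels that could not be read may hide a further gene. With DESeq2 on all libraries or with no filter the number was 4, and with unadjusted p-values 6. The paper states that IL-17A and IL-36γ induced Lce3a and Lce3b, which leaves open whether each did so alone. After IL-17A alone their log2 fold changes were 2.83 (adjusted p = 0.182) and 3.39 (adjusted p = 0.161), and no setting called them (lowest adjusted p = 0.099 and 0.105). The paper names Cxcl10 among genes raised with neutrophil recruitment, and after IL-36γ alone it was not called (adjusted p = 0.101), except without PBS replicate 2 and with DESeq2 on 2 groups (adjusted p = 0.0169), chosen after seeing the values. The paper describes no upregulation of Defb3 and Defb4 after IL-17A. Neither was called by edgeR, and both were by DESeq2 on all libraries (adjusted p = 0.0148 and 0.0331) and on 2 groups (adjusted p = 0.000114 and 0.00669), the latter chosen after seeing the values. The paper names genes of blood vessel development as raised by IL-36γ alone, and for the gene printed in Fig. 2A the adjusted p-value in fry was 0.171. This 1 gene does not stand for the paper's whole set. The paper's text calls the genes of Fig. 2B the top differentially expressed genes of the combination, while its methods select them by their variance across all samples. Of the 50 genes, 7 were not raised in the combination, 2 of them lowered, which a selection by variance allows. The paper describes the replicates of a group as highly concordant, and for 4 of the 12 libraries the nearest library belonged to another group, although for PBS replicate 1 the distances to the other group and to its own were 63.28 and 63.3. The paper states that T cell markers and neutrophil genes rose with both cytokines, and Trdc (-1.17), Trdv4 (-1.46) and Wfdc21 (-2.35) were called lowered.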

Other observations

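The comparisons, the interaction and the gene lists, apart from those of immediate early and clock genes, were set before the data were examined. Of the tests of explanations and of other groupings of libraries, the relation of PC2 to muscle genes was set before its result was seen. The others of this part were chosen only after the result was seen.

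Other splits of the 6 libraries of each comparison were counted for the numbers of changed genes, sets and marker genes. For the genes changed by IL-17A, by IL-36γ and by the combination against PBS, 1 of the 10 splits gave as many in each comparison, the real one. The highest of the other splits called 0, 0 and 202 genes, and by unadjusted p-value 2812, 4579 and 3615 against the real 6013, 8116 and 10152. The same share, 1 of 10, was found for the sets of Fig. 2A and the neutrophil genes of Fig. 3C in each of the 3 comparisons, and for the T cell genes after IL-36γ and after the combination. For the T cell genes after IL-17A, of which 0 were raised (1 by unadjusted p-value), 10 of 10 splits gave as many. With 3 against 3 libraries the share is never under 1 in 10, so that these splits alone do not exclude an accidental grouping. Of 100 drawn regroupings of all 12 libraries, 2 gave as many genes as IL-17A against PBS, the real one included. For IL-36γ against PBS and for the combination against PBS it was 1 each, the real one. This argues against an accidental grouping of the 12 libraries as a whole. Because all groups were mixed, it does not test each comparison alone. The highest of the other regroupings called 491, 1185 and 2504 genes. The effect of IL-17A was also compared between IL-17A against PBS and the combination against IL-36γ, which share no library. No gene was called in both (0), and by unadjusted p-value 479 genes were shared in the same direction and 339 in opposite directions. Of the 100 pairs of a split of each comparison 1 shared as many genes in one direction, the real one (highest of the others 340).

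The spread along PC2 followed the muscle list, which holds 10 genes, 3 of them (Pvalb, Ckm and Myh4) also printed in Fig. 2B. The amount of ear muscle in the dissected piece is a candidate explanation, with a Pearson correlation of -0.818 over the 12 libraries. Ckm, an abundant gene of the list, was at 15.4, 236 and 199 CPM in the PBS libraries. Because the correlation weakened without the outermost libraries and the muscle genes are themselves among those with the largest weights, muscle and other sources of PC2 cannot be told apart.

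Immediate early genes had a negative interaction on the log2 scale, with a median of -1.18 over 16 genes (adjusted p = 0.0159 in fry). The 11 genes whose values had not been seen had a median of -0.65, all below 0 (adjusted p = 0.038). Handling of the ears at collection might produce such a pattern, and so might the cytokines, and these cannot be told apart because the order of collection is not known here.

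Genes of the clock in the phase of Per and Dbp were lower in all 3 treated groups, with medians of -0.48 after IL-17A, -0.43 after IL-36γ and -0.57 after the combination over 10 genes (adjusted p = 0.00193, 0.00193 and 0.000765 in fry). A different time of day at collection may move the opposite phase, that of Arntl, the other way. The Arntl list of 4 genes had a median of 0.229 after IL-17A (adjusted p = 0.021), opposite to the other phase as a shift in time of day would give, though the 3 genes whose values had not been seen gave 0.166 (adjusted p = 0.122). After IL-36γ the median of the Arntl list was -0.094 (adjusted p = 0.288). Its 3 genes whose values had not been seen gave -0.168 (adjusted p = 0.0612), in the direction of the other phase. For IL-17A alone and IL-36γ alone, time of day and treatment cannot be told apart by the Arntl list. After the combination its median was -0.21 (adjusted p = 0.0183), in the same direction as the other phase, which argues against time of day as the cause there.

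The remaining lists had the following medians of the log2 fold change after IL-17A, IL-36γ and the combination against PBS. Macrophage genes (7) were at 0.74, 1.17 and 1.05, CXCR2 ligands (5) at 2.00, 2.43 and 3.26, and genes of the response to interferon-gamma (5 of 7 tested) at 0.43, 1.72 and 2.47. The IL-36 family (5) was at 0.11, 1.29 and 1.68 and the IL-17 and IL-23 family (5 of 8 tested) at 0.14, 2.61 and 2.80, and both values after IL-17A fell below 0 with library size only (-0.06 and -0.03). Of the granule genes of neutrophil precursors 2 of 7 were tested, with medians of -0.09, -1.61 and -0.86. Adipocyte genes (6) were at 0.39, -0.42 and -1.49, cartilage genes (5 of 6 tested) at 0.03, -0.56 and -0.88, sebaceous gland genes (5) at 0.03, -0.39 and -0.33, hair follicle genes (5) at -1.09, -1.33 and -1.57, and muscle genes at 0.36, -0.35 and -1.66. With library size only, the value after IL-17A was -0.15 for cartilage and -0.14 for sebaceous gland. Red blood cell genes were at 1.36, 0.37 and 0.07 (-0.07 with library size only), and all 5 were called raised after IL-17A. Of the sex list 1 of 5 genes was tested, Xist, at 0.13 (-0.05 with library size only), -0.23 and -0.33. Leaving out 1 library changed the sign after IL-17A for neutrophil precursors (0.24 without PBS replicate 2), cartilage (-0.15 without PBS replicate 1), sebaceous gland (-0.14 without PBS replicate 2), muscle (-0.19 without PBS replicate 1), Xist (-0.02 without IL-17A replicate 1) and the IL-17 and IL-23 family (-0.002 without IL-17A replicate 1, 0.97 without PBS replicate 2). It did so for muscle after IL-36γ (0.05 without PBS replicate 2) and red blood cells after the combination (-0.26 without IL-17A + IL-36γ replicate 3). Without PBS replicate 2 the CXCR2 ligands were at 4.37, 3.97 and 5.85, and no red blood cell gene was called after IL-17A. Other values moved by over 1.5 times. After IL-17A, interferon-gamma was at 0.18 and hair follicle at -2.09 without IL-17A replicate 1, adipocyte at 0.15 without it and 0.66 without IL-17A replicate 3, and the IL-36 family at 0.05 without PBS replicate 3. After IL-36γ, adipocyte was at -0.16 without IL-36γ replicate 2 and -0.65 without IL-36γ replicate 1, hair follicle at -2.10 and red blood cells at 0.10 without the latter, red blood cells at 0.56 without IL-36γ replicate 2, the IL-17 and IL-23 family at 1.502 without IL-36γ replicate 2, and sebaceous gland at -0.135 without PBS replicate 1 and -0.59 without IL-36γ replicate 1. After the combination, muscle was at -2.61 without IL-17A + IL-36γ replicate 3, sebaceous gland at -0.08 without PBS replicate 1, red blood cells at 0.31 and neutrophil precursors at -0.52 without PBS replicate 2.

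S100a8 exceeded the sum of its single changes by 1701 ± 364 CPM (SE) after the combination and S100a9 by 2647 ± 713 CPM (SE), with ratios to the additive value of 2.03 and 2.14. The paper's statement of a more than additive effect rests on qRT-PCR, and these values come from RNA-Seq. On the log2 scale the interactions were -3.17 (adjusted p = 0.107) and -2.97 (adjusted p = 0.125). Of the 1426 genes raised by the combination, 898 (63.0%) exceeded additivity, 123 of them by more than 2 SE, while 73 fell below it by more than 2 SE. The median ratio to the additive value was 1.07. The choice of these genes by a high value in the combination raises this ratio and the share above additivity. Of the 1426 genes, 1039 had a log2 interaction below 0. Of the 208 genes raised by IL-17A alone, 139 were also above 0 when IL-17A was added to IL-36γ, where their median log2 fold change was 0.17, and of the 199 lowered genes 64 were also below 0, with a median of 0.18. The medians without IL-36γ, 1.36 and -1.23, follow in part from the choice of genes by a change above 1 on the log2 scale.

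Correlations of the changes against PBS between groups were 0.745 for IL-17A and IL-36γ, 0.622 for IL-17A and the combination and 0.909 for IL-36γ and the combination, across genes, which are not independent replicates. The shared PBS libraries alone gave between 0.447 and 0.514 in 20 simulations without any effect.

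The authors' tables call 640, 1685 and 3049 genes against PBS for IL-17A, IL-36γ and the combination at the same thresholds, of which 339, 1323 and 2411 were also called here, and 153 for the combination against IL-36γ and 2103 for it against IL-17A, of which 2 and 1658 were. Krt31 was at least 5.07-fold lower after IL-17A (adjusted p = 0.0289). This call was lost in 5 of the 6 fits that each left out 1 library, all but the fit without PBS replicate 1, with adjusted p-values between 0.00874 and 0.101, and with only the 2 groups compared (adjusted p = 0.0749). Mrgpra9 was at least 9.08-fold lower after IL-36γ and 8.01-fold lower after the combination, and these calls were lost in 0 of the 6 fits each.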
